A study of Mus musculus with 4 samples.

How the data were processed

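Single-nucleus RNA sequencing was performed on the right cortex of C57BL/6 mice after a sham operation or after bilateral carotid artery stenosis (BCAS), a model of chronic cerebral hypoperfusion in which both carotid arteries are narrowed. Each library was prepared from the pooled right cortices of 2 mice of the same group, and the labels give 2 libraries per group. All 4 libraries carry a time of 14 weeks, and the labels do not say from when this was counted. Nuclei were released by Dounce homogenisation, and the libraries were made with the 10x Genomics 3′ version 3 kit, a droplet method in which a short cell barcode marks the RNA of each droplet.

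Per the labels, the submitters' processing notes name Cell Ranger 6.1.2, Seurat and the mouse genome build mm10, without the role of each. The annotation release and the rule by which a barcode enters the unfiltered folder are not given in the sources used here. The authors deposited an unfiltered 10x matrix folder per library, and 2 lists from each folder were used: the cell barcodes, as text, and the features, as gene identifier, symbol and type. Neither list holds a measured value. Counts per gene and nucleus were not analysed here, so expression levels, cell types and the response of any gene to BCAS are not reported. No nuclei were called from the lists, so no filter on nuclei or doublets was applied. The sequencing depth of each library is unknown without the counts, and a list length is not a depth.

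Barcodes of 16 bases were read in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Every list was found to be sorted, to hold no barcode more than once and to carry the same suffix. The number of barcodes listed, their GC content and the barcodes shared by each pair of libraries were computed. Sharing was measured by the Jaccard index, which is the number of shared barcodes over the number listed in either library. A pool size was estimated for each pair as the product of the 2 list lengths over the number shared (Lincoln-Petersen), which assumes that every barcode has the same chance of being listed. The number of barcodes expected in exactly 1, 2, 3 or 4 libraries was computed under equal and independent chances, at the pool size that gives the observed union of the lists. The calculations were tested on 4 simulated lists of 200000 barcodes from a pool of 400000. With equal chances, the pairwise pool size was 0.9992 times the true one and the number in all 4 lists was 0.998 times the expected one. With unequal chances, these ratios were 0.8366 and 1.5994.

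Groups were compared by an exact two-sided permutation test of the difference of means over the 6 assignments of 4 libraries, whose smallest possible p is 0.333. Sharing within and between groups was compared by an exact one-sided permutation test over the 3 ways to part 4 libraries into pairs, with the same smallest p. These permutation tests could therefore not reach 0.05 with 4 libraries, whatever the spread within the groups, and no test that uses that spread was run. The libraries of a group came from different pools of mice as far as the labels tell. The tests and most of the alternatives were fixed before the data were examined, when the sizes of the files, and so the lengths of the barcode lists, were already known. Alternatives were leaving out each library, a replicate block, counting only barcodes with no listed neighbour 1 base away, counting only barcodes listed in no other library, a log2 scale, and other measures of sharing.

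Gene identifiers were looked up in GENCODE release M21, which is on GRCm38, the assembly also called mm10. The rule for named genes was a list fixed beforehand: markers of cortical cell types and interferon-induced genes, together with Spi1, Elf4, Gbp2 and 10 genes of phagocytosis, which had been chosen from a published study of the cortex after BCAS. These genes were only looked up in the feature list.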

Results

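The data describe 4 single-nucleus RNA-seq libraries of mouse right cortex, 2 from sham-operated mice and 2 from mice with BCAS. Each library was pooled from 2 mice, which makes 8 mice in all as far as the labels tell. The series addresses RNA outside intact nuclei (ambient RNA) in the unfiltered data of both groups. The results below concern the cell barcodes and the genes listed for each library. Counts per gene were not analysed here, and no gene or cell type was compared between sham and BCAS.

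The genes that could be measured were the same in all 4 libraries. The feature lists were identical and held 32285 genes, each with its own Ensembl identifier. Of these identifiers, 32235 (99.8%) were found in GENCODE M21, and 31502 had the same symbol there. By that annotation, 21702 were protein-coding, 5605 were long intergenic non-coding RNAs and 2955 were antisense genes. The lists named 13 mitochondrial genes, whose transcripts are made outside the nucleus. A total of 38 symbols belonged to more than 1 identifier, and together these covered 78 identifiers.

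All 49 genes of the fixed lists were present, each under a single identifier. They covered 7 microglial, 6 neuronal, 4 astrocyte, 4 oligodendrocyte, 3 oligodendrocyte precursor, 3 endothelial and 3 fibroblast markers. They also covered 6 interferon-induced genes, 10 genes of phagocytosis in myeloid cells, and Spi1, Elf4 and Gbp2. Spi1 (ENSMUSG00000002111), which encodes the myeloid transcription factor PU.1, lies on the plus strand of chromosome 2 from 91082390 to 91115756 in mm10. Elf4 (ENSMUSG00000031103), which encodes another ETS-family factor, lies on chromosome X from 48411046 to 48463132. Gbp2 (ENSMUSG00000028270), an interferon-induced GTPase, lies on chromosome 3 from 142620602 to 142638008. Among the microglial markers, Csf1r (ENSMUSG00000024621), the receptor for colony-stimulating factor 1, lies on chromosome 18 from 61100598 to 61132149, and Cx3cr1 (ENSMUSG00000052336), the fractalkine receptor, lies on chromosome 9 from 119901616 to 120069879. P2ry12 (ENSMUSG00000036353), a purinergic receptor of resting microglia, lies on chromosome 3 from 59216272 to 59262871. Among the neuronal markers, Rbfox3 (ENSMUSG00000025576), which encodes NeuN, lies on chromosome 11 from 118489762 to 118911597. These are positions of whole genes, and their presence in the list says nothing of their expression.

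The number of barcodes in the unfiltered lists was then compared between the groups. Sham replicate 1 listed 3076826 barcodes and sham replicate 2 listed 2912937. BCAS replicate 1 listed 2831962 and BCAS replicate 2 listed 2631259. The mean was 2994882 ± 115887 (SD, n = 2) in sham and 2731610 ± 141918 (SD, n = 2) in BCAS, which was 8.79% lower. Both BCAS libraries had shorter lists than both sham libraries. The difference did not pass the threshold (exact two-sided permutation test over 6 assignments, p = 0.333), and this is the smallest p that this test allows with 4 libraries. The gap between the groups' nearest libraries was smaller than the gap within either group. The BCAS minus sham difference was -263271 barcodes over all 4 libraries and -162920 without BCAS replicate 2. Barcodes with no listed neighbour 1 base away averaged 2320878 in sham and 2167645 in BCAS, a difference of -153234. Barcodes listed in no other library numbered 453433 and 383979 in sham replicates 1 and 2, and 373577 and 320034 in BCAS replicates 1 and 2. The difference of means there was -71900.5. These subsets are smaller than the full lists, so their differences in barcodes are not on one scale. The deposited lists are unfiltered, and their lengths are not numbers of nuclei. Nothing in the lists shows how many of their barcodes marked a real droplet, so the lengths are not read as numbers of droplets either.

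**Figure D1:**
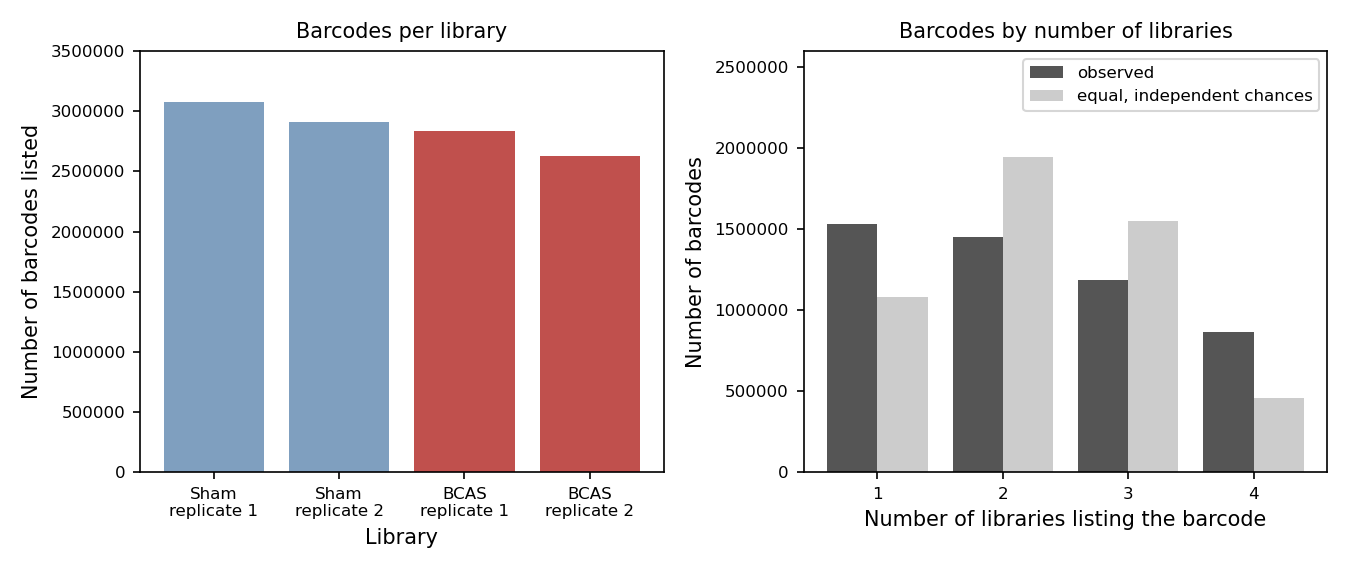
The left panel shows the number of barcodes listed in each library, with 1 bar per library, from 3076826 in sham replicate 1 to 2631259 in BCAS replicate 2. The right panel shows the number of barcodes listed in exactly 1, 2, 3 or 4 libraries (dark bars) beside the number expected under equal and independent chances (light bars), where the observed bar exceeds the expected one at 1 and at 4 libraries.

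Next, the barcodes shared between libraries were examined, to ask whether libraries of the same group had more listed barcodes in common. A barcode is a label within its own library. A barcode shared by 2 libraries is therefore not a shared nucleus and says nothing of likeness in expression. The 4 lists together held 5033220 different barcodes. Of these, 1531023 (30.4%) were listed in 1 library, 1449736 (28.8%) in 2, 1187355 (23.6%) in 3 and 865106 (17.2%) in all 4. Equal and independent chances would have placed 459625 barcodes in all 4 libraries and 1080669 in only 1. The 2 sham libraries shared 1842899 barcodes, with a Jaccard index of 0.444, and the 2 BCAS libraries shared 1570654, with an index of 0.404. The 4 pairs of a sham and a BCAS library had indices between 0.410 and 0.432. The index was thus highest for the 2 longest lists and lowest for the 2 shortest, and it was not separated from list length. The mean index was 0.424 within groups and 0.421 between groups, a difference of 0.00286 (exact one-sided permutation test over 3 splits, p = 0.333). The sign of this difference turned when sharing was taken relative to the shorter list (-0.00666) and when either sham library was left out. It was kept among barcodes with no listed neighbour (0.00217). It was also kept in the pool sizes, whose assumed equal and independent chances do not hold together. No direction is therefore given for this difference.

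The base composition of the barcodes was also compared, to describe how alike the barcode lists are. When the comparison was planned, a difference in it was taken to be technical. The GC content was 49.54% ± 0.0077 (SD, n = 2) in sham and 49.58% ± 0.0046 (SD, n = 2) in BCAS. The difference of 0.0425 percentage points was larger than the spread within either group, and both BCAS libraries lay above both sham libraries. Both BCAS lists were also shorter than both sham lists, so the difference in GC content between the groups was not separated from list length. Among barcodes listed in no other library, the difference was 0.159 percentage points. Non-overlapping groups of 2 arise by chance in 1 of 3 assignments, and the exact two-sided permutation test gave p = 0.333, its smallest value, which takes no account of how far apart the groups lie. Over the 3 comparisons made, no p was below this value, and adjustment by the Benjamini-Hochberg method leaves it at 0.333.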

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

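The leave-one-out values of the sharing of barcodes were chosen after the data had been seen, and the other alternatives were planned. The permutation and sign-flip tests used cannot pass the threshold with 4 libraries, and no test on the spread was run. Both BCAS lists were shorter than both sham lists, so leaving out a library, the log2 scale and the block could not turn the lower number in BCAS. Both filters on barcodes kept the lower number in BCAS, but the numbers they left ran in the same order as the list lengths. These filters are therefore not checks separate from list length. Without 1 library the BCAS minus sham difference lay between -363622 and -162920 barcodes, the latter without BCAS replicate 2. On the log2 scale it was -0.13. In the smaller lists of barcodes with no listed neighbour 1 base away it was -153234. In the still smaller lists of barcodes in no other library it was -71900.5. With the replicate block it was -263271 barcodes (exact sign-flip test, p = 0.5, the smallest that 2 pairs allow). Nothing in the lists shows that the replicate numbers pair the libraries. The GC content was higher in BCAS by 0.0370 to 0.0479 percentage points without 1 library, by 0.0340 among barcodes with no listed neighbour and by 0.159 among barcodes listed in no other library. The small excess of sharing within groups kept its direction in the pool sizes, which were smaller within groups by 14744 barcodes, and among barcodes with no listed neighbour (0.00217). Relative to the shorter list, the within minus between difference was -0.00666. Without 1 library, the difference of Jaccard indices ranged from -0.0202 to 0.0316. It was negative without sham replicate 1 (-0.0150) and without sham replicate 2, and positive without either BCAS replicate. The cause was not tested. Depth is unknown and limits each comparison of list lengths.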

Other observations

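The tests on barcodes that differ at positions 8 and 9 were chosen after the pattern had been seen, and the other tests were planned before the lists were compared.

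The sham libraries listed 1.10 times as many barcodes as the BCAS libraries. Whether lists drawn from barcode pools of different size could account for this was left open. The pool sizes estimated within sham and within BCAS stood in a ratio of 1.03, inside the bound set beforehand. However, the estimates of all 6 pairs of libraries lay between 4744282 and 4888281, below the 5033220 barcodes seen in at least 1 library, so the equal and independent chances they assume do not hold together and the bound does not decide. A difference in sequencing depth, in the number of droplets formed, in free RNA, or in the tissue after BCAS stays open, since no value in the lists bears on any of them.

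Barcodes listed in all 4 libraries were 1.88 times the number that equal chances give, and this is consistent with barcodes that differ in their chance of being listed, as in the simulated lists with unequal chances. Lists that depend on each other would also raise this number, and no test separates these explanations. For barcodes read into other libraries of the same group, the within minus between difference of 0.00286 lay under the bound of 0.01 set beforehand. This explanation could still not be judged. Without 1 library the difference ranged from -0.0202 to 0.0316, on both sides of the bound, in settings chosen after the data were seen. A fit was also made to require p below 0.05, which the permutation test could not reach.

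The barcodes showed a structure at positions 8 and 9, counted from 1 at the 5′ end. For each barcode, a partner was formed by complementing both bases at a pair of neighbouring positions. With positions 8 and 9, the partner was listed in the same library for between 30.7% and 38.2% of barcodes in the 4 libraries. With the other neighbouring positions, this share was at most 12.9%, and no barcode had a listed partner at positions 7 and 8 or at positions 9 and 10 in any of the 4 libraries. The lowest share at positions 8 and 9 was 2.38 times the highest elsewhere. Of the barcodes in the union of the lists, 67.9% had their partner there too. A candidate explanation is that the barcode set was built in such pairs. Among pairs of which each member was listed in at least 1 of the other 3 libraries, the odds ratio of both being listed in the remaining library was 0.758 in sham replicate 1 (95% interval 0.752 to 0.763, counting error only), 0.720 in sham replicate 2, 0.700 in BCAS replicate 1 and 0.712 in BCAS replicate 2. The ratio was below 1 in 4 of 4 libraries. Every ratio, with its interval, also lay below the range allowed for independent listing by a rule chosen after the pattern was seen. By that rule the members were not listed independently, but the rule does not allow for unequal chances of being listed. Such chances, or the choice of the pairs by the other libraries, may move a pooled ratio. Whether members of a pair are listed independently is therefore left undecided. No biological explanation was tested.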
